A study of Mus musculus with 9 samples.

How the data were processed

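RNA was measured in sorted LSK bone marrow cells of 9 mice, 5 with EV in the title and Jak2V617F as the genotype, and 4 with Zrsr2 in the title and both Jak2V617F and sgZrsr2 in the genotype. The labels spell out neither EV nor the prefix sg. Per the labels' protocols, 5 ng of total RNA per library were used, polyadenylated RNA was selected, and libraries were made with a NEBNext Ultra II kit and amplified by PCR. The values are RSEM expected counts per Ensembl gene as the authors deposited them, not normalized, with 1 column per sample. RSEM divides reads that match several genes between them, so expected counts need not be whole: 9.78% to 13.3% of the values per library were not. The aligner, the RSEM version, the gene annotation and the strandedness are not stated in the labels. The gene coordinates in the table overlap those of GENCODE M21 on GRCm38 for 99.5% of the 36429 shared identifiers (95.3% of the 38215 in the table), and 68.1% had identical coordinates; coordinates are printed as the table gives them. Polyadenylated libraries from little RNA and PCR without molecular identifiers can add variation between libraries that is not biological, and gene sums do not show intron retention.

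Everything that follows was computed from these expected counts, rounded to whole numbers. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which kept 14944 genes and 99.93% of the counts. Libraries were scaled with TMM factors, between 0.894 and 1.07. Groups were compared with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest with default settings, in R 4.3.3) and Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels are given as TMM-normalized CPM with the SD over mice, and single values were compared with two-sided exact permutation tests over the 126 splits of 9 samples into 5 and 4. The depth of 23238264 to 45585531 counts per library limits the precision for genes of few counts, and intervals of counting error do not cover the variation between mice.

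Lists of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, against all other genes tested, with the preset correlation of 0.01. The U12-type list and the 10 further lists (minor spliceosome, JAK-STAT targets, interferon response, cell cycle, stem cell, megakaryocyte, erythroid, granulocyte and monocyte, mature neutrophil and lymphoid genes) were written by hand from general knowledge and not checked against a curated source. Of the U12-type list, 79 of 79 genes were found and 77 tested. A list derived from intron sequences was not used here. The lists, the main design, the named genes and most alternatives were chosen before the data were examined. The rule for named genes was: Zrsr2, Zrsr1 and Jak2 always, then the 5 largest changes in each direction among genes past the adjusted threshold with groups that do not overlap, or, where none passes, the 5 genes with the smallest p, said to fail. Genes named beyond this rule, in the closing part, were chosen after their values were seen.

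The alternatives were RLE and upper-quartile factors, no expression filter, a filter of at least 1 CPM in at least 4 samples, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, robust dispersion, the mouse number as a block, counts that were not rounded, leaving out each library, camera with an estimated correlation and fry. Added after the data were examined were glmQLFit with its newer dispersion method, sgZrsr2 mice 1 and 2 averaged, 1 surrogate variable from sva 3.50.0, and exact permutation tests of list means. The genes called with the surrogate variable are not reported here by name. The gene test was tested on simulated counts drawn from the means, spread and library sizes of the 14944 genes, with 200 genes changed in each of 5 simulations; 3.72% of its calls were false. The list test called the U12-type list in 50 of 50 simulations in which it was shifted by -0.11 and in 0 of 50 in which it was not. Counts drawn in this way do not show how the list test behaves where genes vary together. Among 100 splits of the real libraries, 4 gave a camera p as small as the real one, itself included. Figures were drawn with matplotlib.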

Results

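Gene expression was measured by RNA sequencing in bone marrow cells of C57BL/6J mice that carried the Jak2V617F mutation, an activating change in the kinase Jak2 that is found in myeloproliferative neoplasms. All mice had received tamoxifen. The cells were sorted as lineage-negative, Sca1-positive and Kit-positive (LSK) cells, a fraction that holds the haematopoietic stem cells and multipotent progenitors, and were positive for both GFP and mCherry. The titles give 5 mice as EV, which the labels do not spell out, with the genotype Jak2V617F alone. The other 4 have sgZrsr2 in their genotype, and the series' design text describes them as having lost Zrsr2. Zrsr2 is a factor of the minor spliceosome, which removes the rare U12-type introns. The comparison asked how loss of Zrsr2 changed gene expression in cells that already had the Jak2 mutation.

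The EV libraries held 34124805, 44613709, 35909704, 45585531 and 32961362 expected counts for mice 1 to 5 (38639022 ± 6000292, SD, n = 5). The sgZrsr2 libraries held 23238264, 25857723, 38368189 and 34422549 for mice 1, 2, 3 and 5 (30471681 ± 7108097, SD, n = 4). The mean total was lower with sgZrsr2, but the groups overlapped. A difference in totals was not established (two-sided exact permutation test over the 126 possible splits, p = 0.143). Between 16188 and 19429 genes had at least 1 count in a library. Mitochondrial genes took 2.27% to 4.07% of the counts. The Y-linked gene Ddx3y was at 67.4 to 152 CPM (counts scaled to the library size) and Xist at 0.0444 to 0.445 CPM over the 9 libraries.

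The targeted gene, Zrsr2 (ENSMUSG00000031370; chromosome X, 163935443 to 163958661, minus strand, GRCm38), was at 50.6, 51.9, 62.2, 51.7 and 50.7 CPM in EV mice 1 to 5. It was at 39.4, 44.4, 40 and 31.7 CPM in sgZrsr2 mice 1, 2, 3 and 5. These values rested on 884 to 2349 counts per library. All 4 sgZrsr2 libraries lay below all 5 EV libraries (38.87 ± 5.30 against 53.42 ± 4.94 CPM, SD; two-sided exact permutation p = 0.0159, the smallest that 5 against 4 samples can give). The mean with sgZrsr2 was 72.8% of that with EV. In edgeR's quasi-likelihood test the log2 fold change was -0.46 (SE 0.12), with an unadjusted p of 0.0032 and a Benjamini-Hochberg adjusted p of 0.714 over 14944 genes, so the gene did not pass the genome-wide threshold. Of the alternative settings, leaving out sgZrsr2 mouse 5 moved the log2 fold change most, to -0.37.

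**Figure D1:**
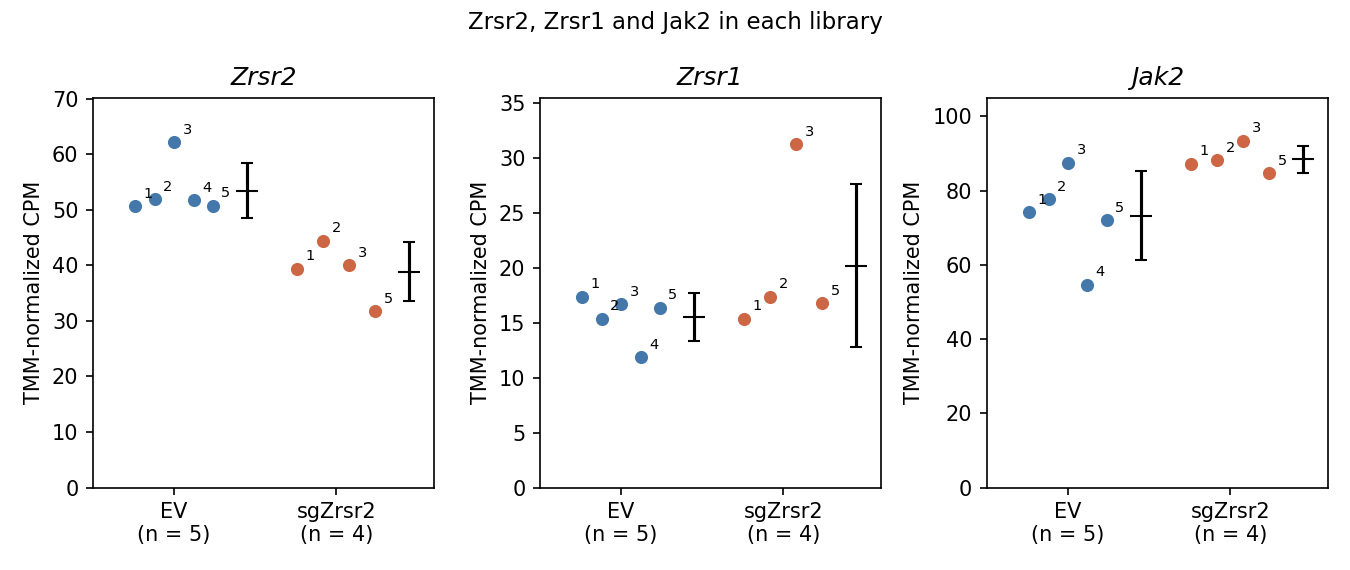
TMM-normalized CPM (y axis, from 0) of Zrsr2, Zrsr1 and Jak2 in each library, by group (x axis). Points are libraries with their mouse numbers, and the black mark and bar beside them are the mean and SD; all 4 sgZrsr2 libraries lie below the EV libraries for Zrsr2, from 31.7 to 44.4 CPM, and sgZrsr2 mouse 3 stands apart for Zrsr1 at 31.3 CPM.

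The paralog Zrsr1 (ENSMUSG00000044068; chromosome 11, 22972005 to 22976496, plus strand) lies inside the gene Commd1, which is on the minus strand, and the counting is not stated to use strand, so its level is uncertain. It was at 15.56 ± 2.14 CPM with EV and at 15.4, 17.4, 31.3 and 16.8 CPM in sgZrsr2 mice 1, 2, 3 and 5. The groups did not differ (log2 fold change 0.38, SE 0.22; two-sided exact permutation p = 0.238). Mouse 3 decided the size of this difference: without it the log2 fold change was 0.09. Jak2 itself (ENSMUSG00000024789; chromosome 19, 29251828 to 29313080, plus strand) was at 73.26 ± 12 CPM with EV (SD, n = 5) and 88.39 ± 3.69 CPM with sgZrsr2 (SD, n = 4; exact permutation p = 0.0476). Its log2 fold change was 0.27 (SE 0.13), with an edgeR adjusted p of 0.714. Over the fits that each left out a library it ran from 0.18 (without EV mouse 4) to 0.34 (without EV mouse 3). With the mouse number as a block it was 0.18. The EV libraries ranged from 54.7 to 87.6 CPM and the sgZrsr2 libraries from 84.7 to 93.5 CPM, so the groups overlapped. The values count all Jak2 transcripts and do not tell the mutant from the normal allele.

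Across all genes, none of the 14944 tested passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR's quasi-likelihood test, in either direction. At an unadjusted p under 0.05 there were 1024 genes, 579 higher and 445 lower with sgZrsr2, where 747 would be expected by chance. The smallest adjusted p was 0.714. The count at an unadjusted p under 0.05 depended on the setting. It was 609 without EV mouse 4 and 745 without sgZrsr2 mouse 3. It was 2551 under limma-voom with sample quality weights and 2551 with 1 surrogate variable. In 458 genes (3.06%) the groups did not overlap in CPM, where chance gives 1.59%. The biological coefficient of variation was 0.322. The DESeq2 Wald test moved the count of genes past the adjusted threshold most and called 26 genes. In simulated counts with the depth and spread of these libraries, the test recovered 7.2% of genes changed by 0.5 on the log2 scale, 48.8% of those changed by 1 and 83.2% of those changed by 2, over 5 simulations. Changes of 0.5 were therefore mostly not detectable in this design. Each simulation mixed changes of 0.5, 1, 2 and 3, and the genes were drawn independently. Large changes that are called loosen the adjusted threshold for smaller ones. With fewer changed genes, or genes that vary together, the recovered shares may be lower.

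The 5 genes with the smallest unadjusted p all failed the adjusted threshold (edgeR adjusted p 0.714 for each) and had groups that did not overlap (exact permutation p = 0.0159 for each). Dynll1 (ENSMUSG00000009013; chromosome 5, 115297110 to 115300999) was at 130 ± 25.3 CPM with EV and 69.7 ± 9.81 CPM with sgZrsr2, a log2 fold change of -0.90 (SE 0.16). Its expected counts were whole numbers in 7 of the 9 libraries, so a few of its reads were shared with other genes. Naaa (ENSMUSG00000029413; chromosome 5, 92257659 to 92278170) was at 21.5 ± 4.64 and 10.94 ± 0.97 CPM, a log2 fold change of -0.97 (SE 0.18). Sept3 (ENSMUSG00000022456; chromosome 15, 82274935 to 82294442) was low, at 2.841 ± 1.09 and 0.6558 ± 0.252 CPM, with a log2 fold change of -2.10 (SE 0.40). Plbd1 (ENSMUSG00000030214; chromosome 6, 136612070 to 136661928) was at 13.21 ± 2.55 and 6.885 ± 0.685 CPM, a log2 fold change of -0.94 (SE 0.18). Zfyve27 (ENSMUSG00000018820; chromosome 19, 42163951 to 42194590) was the one higher gene of the 5, at 65.55 ± 2.62 and 87.61 ± 3.34 CPM, a log2 fold change of 0.42 (SE 0.08).

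Because Zrsr2 acts on U12-type introns, a list of 79 genes taken to have such introns was tested as a set; 77 of them were expressed above the filter. The list was written from general knowledge and its members were not checked against intron sequences. The median log2 fold change of the list was -0.11, with 50 genes lower and 27 higher with sgZrsr2. In the competitive test camera the list lay below the other genes with the preset (p = 0.0195) and an estimated correlation (p = 0.0226). The rotation test fry, which tests the list by itself and not against other genes, also passed the threshold of 0.05, with the list lower. The mean log2 CPM of the list was 5.612, 5.603, 5.634, 5.614 and 5.664 in EV mice 1 to 5 and 5.480, 5.506, 5.525 and 5.536 in sgZrsr2 mice 1, 2, 3 and 5. The groups did not overlap (5.625 ± 0.0243 against 5.512 ± 0.0244, SD; two-sided exact permutation p = 0.0159). Single genes of the list showed little: 5 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes tested. With limma-voom and sample quality weights the median was -0.04 and camera no longer passed the threshold. It did not pass either without EV mouse 5 (median -0.08) or without sgZrsr2 mouse 3 (median -0.08). Splicing itself was not analysed here, since the values are sums per gene.

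**Figure D2:**
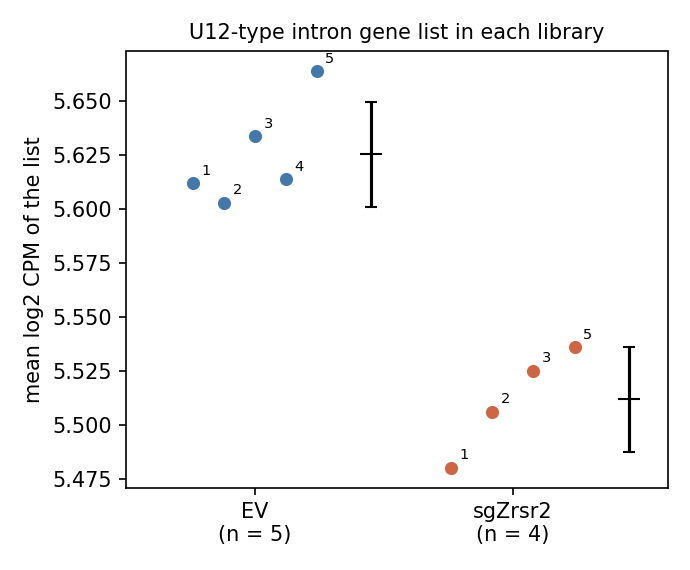
Mean log2 CPM of the 77 tested genes of the U12-type list (y axis, not from 0) in each library, by group (x axis). Points are libraries with their mouse numbers and the black marks and bars are means and SDs; the sgZrsr2 libraries lie between 5.480 and 5.536 and the EV libraries between 5.603 and 5.664.

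Of 10 further lists, 4 passed an adjusted p of 0.05 in camera with the preset correlation. The megakaryocyte list was higher with sgZrsr2 (median log2 fold change 0.76, camera adjusted p = 1.57e-05), as were the erythroid list (1.26, adjusted p = 0.00246) and the stem cell list (0.30, adjusted p = 0.00239), and the cell cycle list was lower (-0.16, adjusted p = 0.00239). None of the 10 passed with an estimated correlation, in fry, or in exact permutation tests of the list means, at unadjusted or adjusted p, so these calls rest on the preset correlation of 0.01. The correlations estimated for these 4 lists were 0.481, 0.435, 0.302 and 0.288, in the same order. Without sgZrsr2 mouse 3, camera with the preset correlation called 2 lists, megakaryocyte (median 0.60) and lymphoid (-0.77), and no longer called the erythroid (0.57), stem cell (0.11) and cell cycle (-0.10) lists. The adjusted exact permutation p was 0.635 for each of the 4 list means. The lists of granulocyte and monocyte (median log2 fold change -0.04), interferon response (0.22), JAK-STAT target (-0.02), lymphoid (-0.37), mature neutrophil (0.17) and minor spliceosome genes (-0.03) did not pass in camera (adjusted p 0.0847 to 0.767). No single gene of the 10 lists passed when adjusted over the list alone or over all genes tested.

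**Figure D3:**
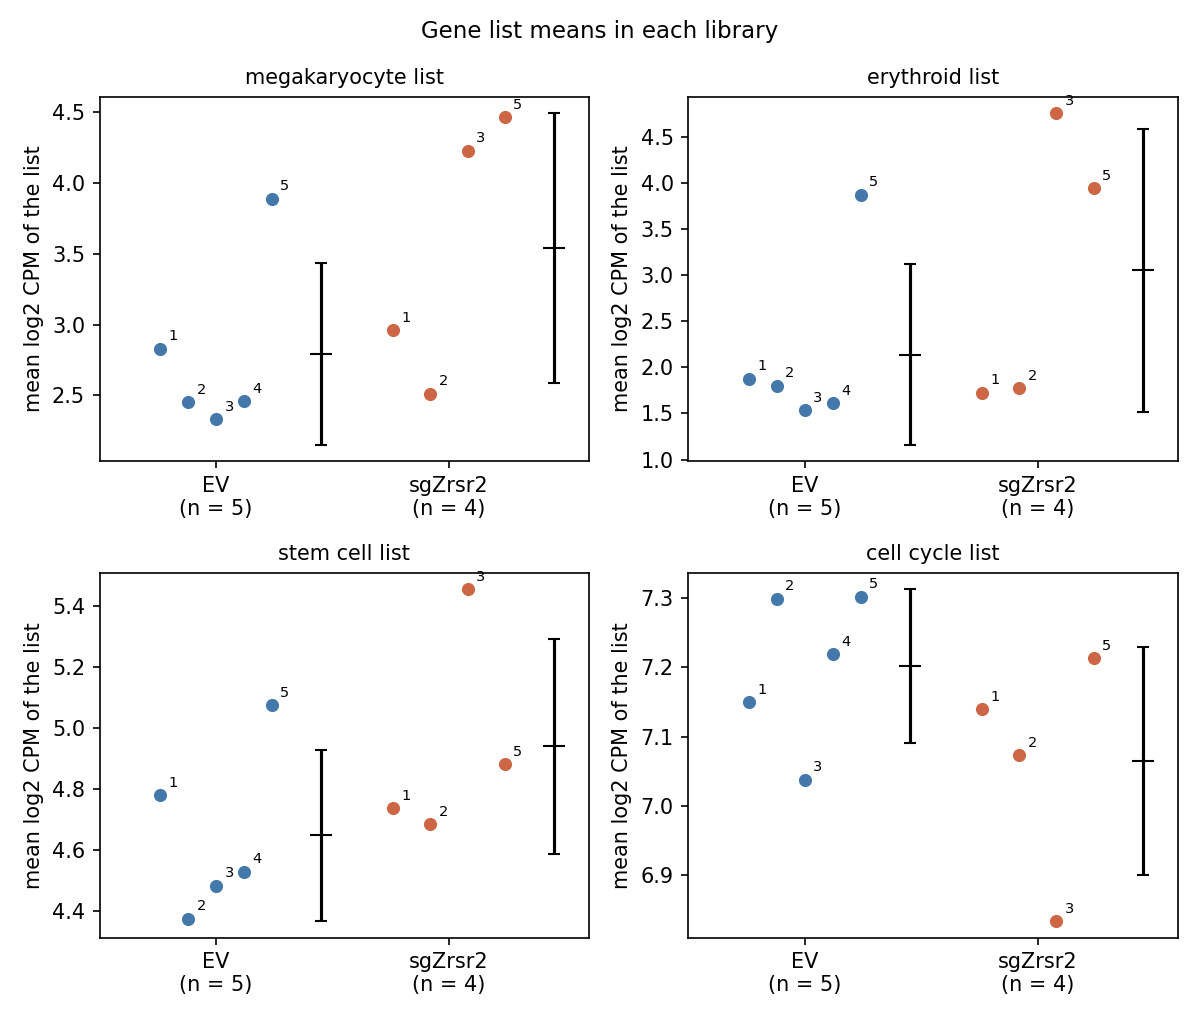
Mean log2 CPM (y axes, not from 0) of the megakaryocyte, erythroid, stem cell and cell cycle lists in each library, by group (x axis). Points are libraries with their mouse numbers and the black marks and bars are means and SDs; the groups overlap in each list, with erythroid means from 1.534 to 3.874 with EV and from 1.727 to 4.759 with sgZrsr2.

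In a principal component analysis, the first component held 38.8% of the variance and did not separate the groups (exact permutation p = 0.81). The second held 16.5% and separated them (exact permutation p = 0.0159). The gap was narrow, since EV mouse 5 scored -2.73 and sgZrsr2 mouse 5 scored -2.85. Over 2396 genes with a mean of at least 100 CPM, the median difference between libraries, as a coefficient of variation, was 16.7% for the 16 pairs within a group and 15.4% for the 20 pairs between groups. The nearest pair was sgZrsr2 mice 1 and 2 at 4.18%. Their counts differed by more than the sampling noise of 1 library read out again, with a chi-square of 9.16 per degree of freedom. This does not tell separate mice from separate libraries of the same RNA, and they were kept as separate samples because the labels give them as such.

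**Figure D4:**
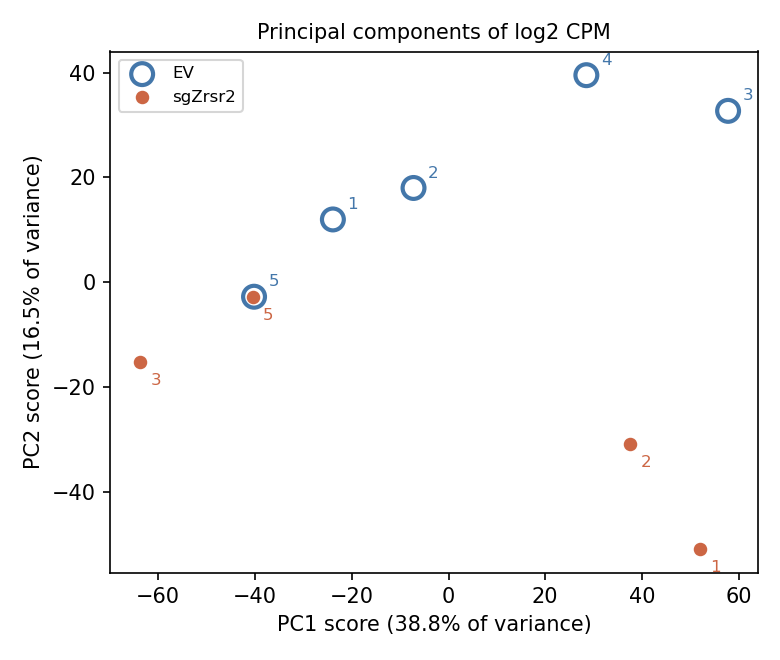
Scores of the 9 libraries on the first (x axis, 38.8% of the variance) and second (y axis, 16.5%) principal components of log2 CPM. Open circles are EV and filled circles sgZrsr2 libraries, with their mouse numbers; mice 5 of both groups nearly coincide, and the sgZrsr2 libraries have lower scores than the EV libraries on the second component, from -50.8 to -2.85 against -2.73 to 39.5.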

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

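Each of 21 measures (11 list means, 8 genes, the library total and the mitochondrial share) was examined in both groups for a library far from the rest, by the gap to its nearest neighbour over the range of the group. Of these 42 sets of values 3 stood out, where chance gives about 2.1. The tests of these patterns were chosen after the values were seen, except the count of genes in which sgZrsr2 mouse 3 stands alone.

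Zrsr2 stood out in EV mouse 3, at 62.2 CPM against 50.6 to 51.9 CPM in the other 4 libraries of its group. Sequencing depth does not explain it, since its total of 35.9M counts lies within the 33.0M to 45.6M of the other EV libraries. Reads shared with the paralog Zrsr1 do not explain it either, because the expected counts of Zrsr2 were whole numbers in 9 of 9 libraries, and reads divided between genes leave fractions. Scaling remains open. The TMM factor of this library was the lowest, 0.894, and with CPM from the library totals alone the value was 55.6 against 51.1 to 52.9 CPM; the gap then took 0.59 of the range, in place of 0.883, and no longer stood out. The library also departs from its group in many genes: 532 of 13064 genes put it alone on the high side, against 16 to 147 for the other EV libraries, where chance gives 65. Its composition or handling may therefore differ as a whole. The order of the groups did not hang on the scaling, since all sgZrsr2 libraries were at or below 43.0 CPM by library totals (exact permutation p = 0.0159). No biological explanation was tested for a single mouse.

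Zrsr1 stood out in sgZrsr2 mouse 3, at 31.3 CPM against 15.4 to 17.4 CPM in the other sgZrsr2 libraries. Reads taken from Zrsr2 are argued against by the whole-number counts of Zrsr2 in 9 of 9 libraries and by its level of 40 CPM there, within the 31.7 to 44.4 CPM of the others. Zrsr1 had a whole-number count in 3 of the 9 libraries and 1288.42 counts in mouse 3, so some of its reads were shared with a gene other than Zrsr2, which was not identified. More transcription of the surrounding gene Commd1 (chromosome 11, 22834744 to 22982382, minus strand) is argued against by its level of 33.4 CPM, within the 33.3 to 41.9 CPM of the others. A library that departs as a whole remains open: 170 genes put mouse 3 alone on the high side of its group, against 46 to 83 for the other sgZrsr2 libraries and 82 by chance. A rise of Zrsr1 where Zrsr2 is lost was seen in 1 of 4 mice and stays an untested hypothesis.

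The erythroid list mean stood out in EV mouse 5, at 3.87 log2 CPM against 1.53 to 1.88 in the other EV libraries. It was as high in sgZrsr2 mice 3 and 5 (4.759 and 3.947) but not in sgZrsr2 mice 1 and 2 (1.727 and 1.773). The megakaryocyte list followed it, at 3.891 in EV mouse 5, 4.229 and 4.467 in sgZrsr2 mice 3 and 5, and 2.331 to 2.961 in the other 6 libraries. In EV mouse 5, sgZrsr2 mouse 3 and sgZrsr2 mouse 5, in this order, Car1 was at 25.4, 39.3 and 35.5 CPM, Vwf at 53.2, 91.1 and 85.3 CPM and Pf4 at 22.0, 27.9 and 37.4 CPM, and over the other 6 libraries they reached 0.422, 11.4 and 3.43 CPM. Loss of Zrsr2 as the whole cause is argued against, since 2 of the 4 sgZrsr2 libraries had a megakaryocyte mean below that of EV mouse 5. Sequencing depth is argued against by 2 libraries with low means whose totals lie between those of the 3. Platelets or mature megakaryocytes are argued against by Ppbp, an abundant platelet transcript, which in the 3 libraries was at most 0.0462 of Pf4 and at most 1.73 CPM. Red blood cells are argued against by alpha-globin, which there was at most 0.881 of Car1, with Hba-a1 and Hba-a2 together at most 34.7 CPM. A general carry-over of mature marrow cells is argued against in sgZrsr2 mouse 5, whose mature neutrophil mean of 1.83 lies within the 0.4193 to 2.233 of the 6 libraries with low means. It remains open in EV mouse 5 and sgZrsr2 mouse 3, with mature neutrophil means of 3.31 and 3.48 and S100a9 at 49.5 and 56.9 CPM. LSK cells with early megakaryocyte and erythroid expression, in a share that differs between mice, are a candidate explanation that was not tested. In the same order, the 3 libraries had mitochondrial shares of 2.41%, 2.35% and 2.27%, against 2.88% to 4.07% in the other 6. Their TMM factors were 1.04, 1.07 and 1.04, against at most 1.02. Their scores on the first principal component were -40.2, -63.8 and -40.5, against -23.9 to 57.8. A technical source shared by the 3 libraries was not tested and also remains open. The stem cell list also had its highest means in these libraries (5.074, 5.454 and 4.883, against at most 4.78), and that list shares genes with others: 2 of its 20 genes, like 2 of the 20 listed megakaryocyte genes and 0 of the erythroid and mature neutrophil genes, are in another list. At a median over the 9 libraries of at least 1 CPM were 15 of the 19 tested megakaryocyte, 10 of the 15 erythroid and 13 of the 17 mature neutrophil genes, so many of the markers were also present in libraries with low list means.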

How the results depend on the processing

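The log2 fold change of Zrsr2 kept its direction and stayed short of the adjusted threshold in all 12 alternatives (-0.50 to -0.38, adjusted p 0.153 to 0.999) and in all 9 fits that each left out a library (-0.54 to -0.37). The count of genes past the threshold stayed 0 in 9 of 12 alternatives and in the 9 fits without a library. The DESeq2 Wald test called 26 genes, 12 higher and 14 lower, among them Dynll1, Naaa, Sept3, Plbd1 and Zfyve27 (adjusted p 0.000597 to 0.00179; 0.00112 to 0.999 for Dynll1 over the alternatives). The smallest adjusted p of the DESeq2 Wald test belonged to AC160985.1, Igkv6-32 and AC155333.3 (9.48e-11 to 2.48e-09), named after their values were seen. Their log2 fold changes of 24.96, 23.78 and 23.14 were larger than that of any other gene it called. No gene held more than 1.4% of the counts of any library. Values of this size therefore cannot be ratios of counts present in both groups. They are not read as sizes of change. With sgZrsr2 mice 1 and 2 averaged 1 gene passed, AC160990.2, which was higher and was named after its values were seen. With 1 surrogate variable 3 passed, 2 higher and 1 lower. The cause was not tested.

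The U12-type list stayed lower with p under 0.05 in 12 of 13 alternatives. Limma-voom with quality weights gave a median of -0.0384, no longer past the threshold. Its weights ran from 0.294 for EV mouse 3 to 4.52 for EV mouse 2, and the cause was not tested. Leaving out a library gave medians from -0.118 to -0.0805, not past the threshold without EV mouse 5 (-0.0846) or sgZrsr2 mouse 3 (-0.0843).

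The number of lists past the threshold was 0 with camera's estimated correlation, 0 in fry and 0 in exact permutation tests, which allow for genes of a list that vary together, and from 2 (without sgZrsr2 mouse 3) to 6 across the fits without a library. Of the 6 lists that did not pass in the main setting, 5 changed sign in at least 1 alternative. Under limma-voom the medians were 0.0365 for granulocyte and monocyte, -0.176 for interferon response, 0.148 for JAK-STAT target and 0.0837 for minor spliceosome genes; the JAK-STAT list then passed (limma adjusted p = 0.014), as it did without EV mouse 3 (0.152, camera adjusted p = 0.00645), and the erythroid list no longer did (adjusted p = 0.0516). With 1 surrogate variable they were 0.00782 for JAK-STAT target and -0.315 for mature neutrophil genes. Leaving out a library gave -0.101 to 0.0931 for granulocyte and monocyte, -0.0839 to 0.358 for interferon response, -0.126 to 0.152 for JAK-STAT target, -0.805 to 0.357 for mature neutrophil and -0.11 to 0.0476 for minor spliceosome genes. The cause was not tested. Interferon response, higher, passed under the DESeq2 Wald test (adjusted p = 0.0474), with mice 1 and 2 averaged (adjusted p = 0.0078), with 1 surrogate variable (adjusted p = 0.0438) and in 4 fits without a library. The lymphoid list stayed lower in all 13 alternatives (-0.685 to -0.174) and in the 9 fits without a library (-0.766 to -0.0488). It passed under the DESeq2 Wald test (adjusted p = 0.0227), limma-voom (adjusted p = 0.000424), the replicate block (adjusted p = 0.00321), 1 surrogate variable (adjusted p = 0.017) and in 3 fits without a library, and did not under an estimated correlation, fry or the exact permutation test.

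The mouse numbers did not pair the samples consistently: the deviations of same-numbered mice correlated at -0.23, -0.09, -0.40 and 0.37 for numbers 1, 2, 3 and 5. With 4 pairs this does not rule out that some same-numbered mice were handled together. With the replicate block, over the 8 libraries of shared numbers, Zrsr2 had a log2 fold change of -0.48, 0 genes passed (333 at an unadjusted p under 0.05), the U12-type median was -0.085 and still past the threshold, and the medians of granulocyte and monocyte (0.112), JAK-STAT target (0.0331) and mature neutrophil genes (-0.0711) changed sign.

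A sex covariate was not run, since all 9 libraries expressed Y-linked genes, with Xist at most at 0.445 CPM. The sequence-derived U12-type set and its stricter branch site were not run. The older dispersion method is the default of this edgeR version, so that alternative is the main setting.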

Other observations

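The tests of the counts of splits at an unadjusted p, of lists past the threshold and of the U12-type list were chosen before their results were seen. The split of the count of 0 genes, the covariate test of the U12-type list mean and the tests of same-numbered mice were chosen after.

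Other splits of the 9 samples into 5 and 4 were tested in the same way, with the real split and 99 drawn from the 126. As many genes past the adjusted threshold as the real 0 were given by 100 of 100 splits, by construction. In 9 splits at least 1 gene passed, with up to 3345 genes. At an unadjusted p under 0.05, 21 of 100 splits gave at least the 1024 genes of the real split, and the median split gave 342.5. As many lists as the real 4 passed in 65 of 100 splits. Neither count sets the real groups apart from other groupings of these mice. EV mouse 5 and sgZrsr2 mice 3 and 5 were on the same side in 17 of the 100 splits and in 6 of the 9 with a call.

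The U12-type list lay lower with sgZrsr2, and 4 of 100 splits gave a camera p as small, the real one included. Expression level, transcript length and GC content are argued against: all 77 genes had values for them, and 0.02% of 10000 random lists matched on the 3 had a median as low as -0.11 (95% of them lay between -0.07 and 0.06). Lower depth of the sgZrsr2 libraries is argued against, since after all libraries were thinned to the smallest total, 23238264 counts, the lowest EV mean was still 0.0406 log2 CPM above the highest sgZrsr2 mean. Megakaryocyte and erythroid expression is argued against as the source of the lower list mean: with the megakaryocyte list mean as a covariate the difference of the list means went from -0.11 to -0.132 (SE 0.0126; two-sided exact permutation p = 0.0159, the smallest the 126 splits can give), and the list mean rose with that covariate (slope 0.024, SE 0.00792). The median log2 fold change of the same genes moved the other way with this covariate, from -0.117 to -0.0761 in linear fits to log2 CPM. The argument therefore covers the mean of the list and not its median. For the position of the list against all other genes, megakaryocyte and erythroid expression cannot be told apart from the group effect. With the covariate the p of camera rose from 0.0195 to 0.107, past the threshold no longer. EV mouse 5, with the highest megakaryocyte mean of its group, had the highest U12-type mean (5.664), a value seen before it was used as a test. Lower stable transcript of U12-type intron genes as an effect of the described loss of Zrsr2 is therefore a hypothesis that may hold. A technical or compositional source is left open. The transcript level of Zrsr2 does not show the degree of its loss, and neither the membership of the list nor retained introns were checked here.

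The library nearest to EV mouse 5 was sgZrsr2 mouse 5, at a coefficient of variation of 6.79%, nearer than any library of its own group. Handling of same-numbered mice together cannot be told apart from chance with 4 pairs. The 4 same-numbered pairs differed by 12.3%, 10.7%, 27.8% and 6.79% for numbers 1, 2, 3 and 5, so 3 were nearer than the median of the other 16 pairs between groups (15.6%) and number 3 was not. Their mean of 14.4% was not unusual among the 120 ways to match the libraries across groups (one-sided exact permutation p = 0.217). The labels give no batch, and no biological explanation was tested.

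Ighm, an immunoglobulin gene, varied between 150 and 4580 CPM over the 9 libraries. It was at 1380, 573, 174, 150 and 4580 CPM in EV mice 1 to 5 and at 537, 1450, 2740 and 546 CPM in sgZrsr2 mice 1, 2, 3 and 5. It was chosen after its values were seen, and no explanation was tested.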
